A study of Mus musculus with 15 samples. Its data were reported in "Melanoma bone metastasis-induced osteocyte ferroptosis via the HIF1α-HMOX1 axis" (2025).

How the data were processed

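Bulk RNA sequencing was performed on long bones of mice from which the marrow had been removed. The samples fell into 5 groups of 3 mice each, 15 samples in all, and group membership was taken from the labels. Control mice carried no tumour. The remaining groups received B16F10 cells, a mouse melanoma line of C57BL/6 origin, by injection into the heart, which seeds metastases in bone. The tumour-injected mice came from separate Znpp and RXD experiments, each with its own vehicle-treated (DMSO) B16F10 group. In the Znpp experiment, mice were treated with zinc protoporphyrin (Znpp), an inhibitor of the haem-degrading enzyme Hmox1, at 10 mg/kg. In the RXD experiment, mice were treated with roxadustat (RXD), an inhibitor of the prolyl hydroxylases that mark HIF-1α for degradation, at 10 mg/kg. The labels place the control group in neither experiment and call its mice untreated, while both B16F10 groups received DMSO. The control group was compared with both B16F10 groups here. Those comparisons cannot separate the effect of melanoma from that of the vehicle or from any difference between sets of samples. Per the study's methods, the bone surface was washed and the epiphyses were removed so that osteocytes, the cells embedded in mineralised bone, were enriched.

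The deposited table of raw counts held whole-number read counts for 56748 genes in each of the 15 samples, made by the authors from paired-end libraries of total RNA. The aligner, the counting tool and the strand setting were not stated, so values of overlapping and antisense genes are uncertain. Totals ranged from 9443598 to 20539684 counts per sample. The authors also deposited FPKM values (fragments per kilobase of gene length, scaled for library size) for the same genes. Dividing counts by gene length and FPKM gave a single library size per sample, equal to 0.852 to 1.24 times the count total, so the FPKM values carry a scaling beyond the total. Every sample column was matched to a labelled sample. The count and FPKM tables list genes in different orders and were joined by gene identifier. Gene positions are printed as the deposited table gives them. Its genome build was not stated. Of 52073 gene identifiers shared with the GENCODE M21 annotation (GRCm38), 1485 had the same start position, so the coordinates are not those of GRCm38. No sequence was drawn by position. The GC content of a gene, used in a later check, came from its longest GENCODE M21 transcript, matched by gene identifier. Where a symbol belonged to more than one identifier, the identifier with the most reads was used.

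Counts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter and only the 2 groups compared in each fit. P values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were counted as changed. The standard error (SE) of a log2 fold change was taken from the same F statistic. Gene lists were tested with camera of limma 3.58.1, a competitive test of whether a list ranks apart from all other tested genes, with an inter-gene correlation of 0.01. The shift given for a list is its median log2 fold change minus that of all tested genes. Lists for ferroptosis (39 genes), lysosome (96 genes), HIF-1 signalling (96 genes), apoptosis (54 genes), necroptosis (57 genes) and autophagy (58 genes) were written from general knowledge before the data were examined, since no pathway database was used here, and p values were adjusted over these 6 lists within each comparison. A further 12 lists of cell-type marker genes, written at the same time, were adjusted as a family of their own. Of the erythroid list, 13 of 14 symbols were found in the table. Expression of single genes is given as TMM-scaled counts per 1000000 counts (CPM), as mean ± SD over the 3 samples of a group.

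The genes named in the text followed a rule fixed in advance. These were 15 of the genes the study measured by qPCR or staining, of which 1 is not reported here but stays in the adjustment over the 15. For each comparison, up to 3 protein-coding genes with the largest rise and 3 with the largest fall were added among genes with an adjusted p under 0.05, no overlap of CPM between the groups and at least 5 CPM in the higher group, together with up to 3 genes with the smallest adjusted p of each of the ferroptosis, lysosome and HIF-1 lists and members of the marker lists. The test was tried on simulated data first, with counts drawn from the means, dispersions and library sizes of control samples and B16F10 samples of the Znpp experiment. Of 200 genes given a 4-fold change in either direction, among 17471 simulated genes that were tested, 200 were recovered with the right sign. In addition, 16 unchanged genes were called. The changed genes were drawn only from those above a minimum mean CPM, so recovery at low counts was not measured. A fold change against a group whose samples all held at most 3 counts is given as a lower bound.

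Each result was recomputed with DESeq2 1.42.0 (the tool named in the study's methods), with RLE scaling, with library totals only, without a filter on low counts, with at least 10 counts in every sample, with an absolute log2 fold change of at least 1, with limma on log2(FPKM + 1) and log2(FPKM + 0.1), among protein-coding genes only, with all 15 samples in a single fit, with the replicate number as a block and with each sample left out in turn, where the alternative applied. Lists were also tested with an inter-gene correlation estimated from the data and with fgsea 1.28.0 (10000 gene permutations). The replicate block rests on the replicate numbers in the labels, which run from 1 to 3 in every group. Same-numbered samples are different mice, and no statement links them. With 3 samples per group, an exact permutation test of a single value cannot give a two-sided p below 0.1. Some named genes, such as Dkk1 and Sost, held few counts in tumour-injected samples, so counting error adds to the spread between mice there, and controls were sequenced more deeply than all other groups.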

Results

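To describe how melanoma metastasis and treatment with Znpp or RXD alter gene expression in mineralised bone, counts per gene were compared between 5 groups of 3 mice: control mice, the B16F10 and Znpp groups of the Znpp experiment, and the B16F10 and RXD groups of the RXD experiment. Sequencing depth differed between groups. Control samples held 18731999 to 20539684 counts, B16F10 samples of the Znpp experiment 14122830 to 14926715, Znpp samples 12207025 to 15439148, B16F10 samples of the RXD experiment 9443598 to 12708785 and RXD samples 11528875 to 11600508. Mitochondrial transcripts made up 8.81% to 9.83% of counts in control samples, 7.65% to 9.93% in B16F10 samples of the Znpp experiment, 12.3% to 15.5% in Znpp samples, 13.6% to 15.5% in B16F10 samples of the RXD experiment and 7.26% to 10.2% in RXD samples. No pair of samples in a group matched within sampling noise, with a chi-square per gene from 8.89 between the most similar control samples to 52.2 between B16F10 samples of the Znpp experiment, so each sample was counted as a separate replicate.

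Principal component analysis was performed on log2 CPM of 22170 genes. The first component held 45.8% of the variance and the second 13.4%. The 3 control samples lay close together, from -147 to -142 on the first component. The Znpp samples were spread widely, with scores of 55.7, -0.488 and -90.4 for replicates 1, 2 and 3. Scores ran from -28.5 to 24.5 in B16F10 samples of the Znpp experiment, from 38.7 to 147 in those of the RXD experiment and from 66.1 to 76.4 in RXD samples.

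**Figure D1:**
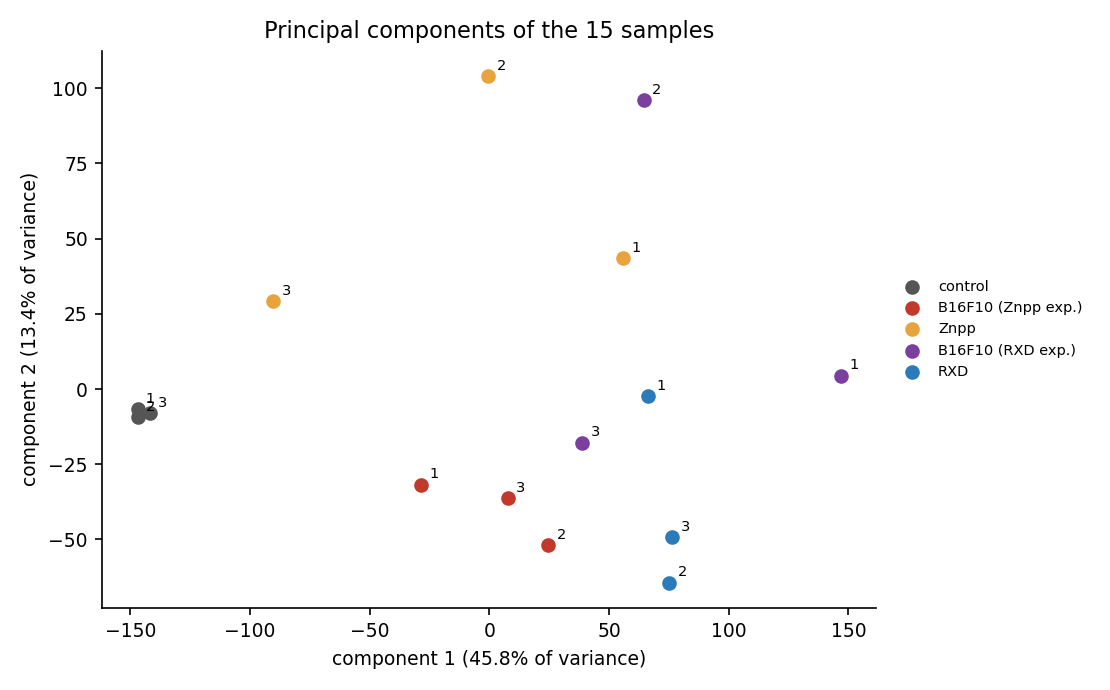
Scores of the 15 samples on the first (x axis, 45.8% of variance) and second (y axis, 13.4%) principal components of log2 CPM, coloured by group and numbered by replicate. The 3 control samples sit together at -147 to -142 on the first component, while the Znpp samples range from -90.4 to 55.7.

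Bone samples contain several cell types, so transcripts of marker lists were summed in each sample. Melanocyte transcripts, which mark the B16F10 cells, reached 54.1 ± 2.25 CPM in control samples (SD, n = 3), which is the background of this measure, and 5670 ± 468 CPM in B16F10 samples of the Znpp experiment (SD, n = 3). In the RXD experiment, they reached 2140 ± 760 CPM in B16F10 samples and 6500 ± 2170 CPM in RXD samples (SD, n = 3 each), with no overlap between the groups. The Znpp samples were not alike. Replicate 1 held 1438 CPM, while replicates 2 and 3 held 49.7 and 48.0 CPM, no more than the control samples. For the single marker Pmel (ENSMUSG00000025359), the counts in Znpp replicates 1, 2 and 3 were 3129, 8 and 7, against 20 to 28 counts in control samples and 13720 to 15769 counts in B16F10 samples of the same experiment. Dct had 20 and 16 counts in Znpp replicates 2 and 3, above the 0 to 9 counts of control samples. Tyr and Tyrp1 had 0 counts in both of these replicates. An exact permutation test of 3 against 3 samples cannot give a two-sided p below 0.1, so these sums were described and not tested singly.

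Transcripts of other tissues differed as well. Erythroid transcripts summed to 40300 ± 2480 CPM in control samples, 1780 ± 568 CPM in B16F10 samples of the Znpp experiment, 5580 ± 3800 CPM in Znpp samples, 3250 ± 2670 CPM in B16F10 samples of the RXD experiment and 1470 ± 1410 CPM in RXD samples (SD, n = 3 each). Skeletal muscle transcripts summed to 116000 ± 12200 CPM in control samples, 74400 ± 13300 CPM in B16F10 samples of the Znpp experiment, 138000 ± 21700 CPM in Znpp samples, 85200 ± 15600 CPM in B16F10 samples of the RXD experiment and 52600 ± 14800 CPM in RXD samples (SD, n = 3 each). The osteocyte list summed to 522 ± 62.0 CPM in control samples, 256 ± 50.6 CPM in B16F10 samples of the Znpp experiment, 223 ± 81.9 CPM in Znpp samples and 188 ± 39.6 CPM in B16F10 samples of the RXD experiment (SD, n = 3 each), and was lowest on average in RXD samples.

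**Figure D2:**
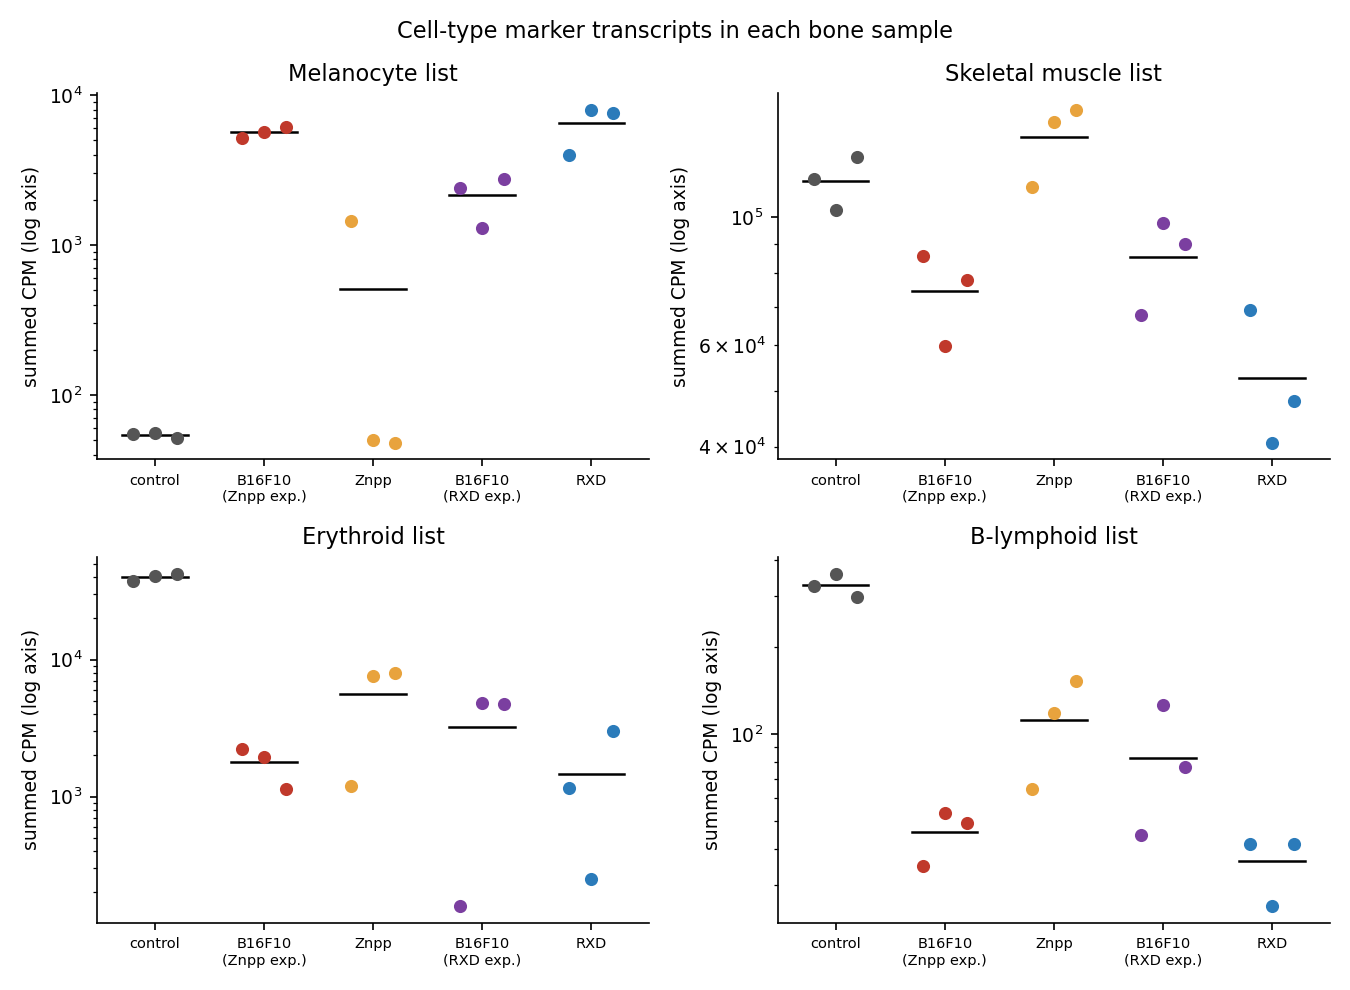
Summed CPM (log axis) of 4 marker lists in each of the 15 samples; points are samples in replicate order and black lines are group means. Melanocyte transcripts of Znpp replicates 2 and 3 (49.7 and 48.0 CPM) lie at the level of control samples, and erythroid transcripts are highest in the 3 control samples.

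To ask what metastasis changes in bone, B16F10 samples of the Znpp experiment were compared with control samples. Of 17908 genes tested, 7532 changed (edgeR quasi-likelihood test, adjusted p under 0.05), with 3986 higher and 3546 lower. The alternative that moved this count most, apart from leaving out samples, was the requirement of an absolute log2 fold change of at least 1, which left 3608 genes. The share of changed genes that were higher depended on scaling: it was 52.9% with TMM and 73.7% with library totals only, where the median log2 fold change of all genes was 0.23.

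The 3 genes with the largest rise were Slc45a2, Tyr and Tyrp1, which encode proteins of pigment cells. Their counts in control samples did not exceed 3, and their expression in B16F10 samples was at least 1460-fold, 958-fold and 8230-fold higher. The largest falls were those of Vpreb1 (log2 fold change -4.95, SE 0.5, adjusted p 0.000205), Pklr (-4.94, SE 0.387, adjusted p 5.38e-05) and 6030468B19Rik (-4.87, SE 0.366, adjusted p 4.42e-05), all from edgeR. Of the 12 marker lists, 9 shifted: melanocyte 7.92 (1.4e-109), skeletal muscle -0.67 (0.00182), erythroid -3.87 (6.13e-31), neutrophil -1.34 (0.002), B-lymphoid -3.52 (1.95e-20), osteocyte -1.16 (0.00208), osteoblast -1.09 (3.53e-07), cell cycle -0.42 (0.00182) and chondrocyte -1.21 (0.0029), each with its camera adjusted p. The macrophage, osteoclast and adipocyte lists did not (adjusted p 0.583 to 0.995). With the inter-gene correlation estimated from the data, only the melanocyte list passed (adjusted p 0.000217).

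Of the 15 genes of the study, 10 changed, both after adjustment over all genes and over the 15 alone. All 6 bone and osteocyte genes were lower with TMM, with library totals and in DESeq2. Sost (chromosome 11, 101853284 to 101857841) fell from 69.7 ± 6.70 to 5.19 ± 2.85 CPM (SD, n = 3; log2 fold change -3.67, SE 0.331, edgeR adjusted p 0.000112). Log2 fold changes were -2.05 for Dkk1, -1.56 for Phex, -1.25 for Col1a1, -1.20 for Dmp1 and -0.70 for Runx2, with edgeR adjusted p values from 0.000705 to 0.00863. Hif1a (chromosome 12, 73948149 to 73994304) rose from 53.5 ± 4.29 to 128 ± 20.2 CPM (SD, n = 3; log2 fold change 1.34, SE 0.139, edgeR adjusted p 0.000233). Ftl1 (chromosome 7, 45107368 to 45109308) rose by 0.74 (SE 0.118, adjusted p 0.00175), Bax by 0.82 (SE 0.140, adjusted p 0.0024) and Casp8 by 0.93 (SE 0.127, adjusted p 0.000888). Hmox1 (chromosome 8, 75820249 to 75827217) measured 102 ± 24.8 CPM in B16F10 samples and 80.1 ± 15.8 CPM in control samples (SD, n = 3 each), and this difference did not pass (log2 fold change 0.43, SE 0.203, edgeR adjusted p 0.122). It passed under some alternatives, among them scaling by library totals alone (adjusted p 0.0343). Gpx4 (chromosome 10, 79883000 to 79892273) did not pass (-0.20, SE 0.0981, adjusted p 0.138), nor did Epas1 and Fth1 (adjusted p 0.237 and 0.704), and with library totals the sign turned for Gpx4, Epas1 and Fth1 (0.039, 0.076 and 0.18). The Gpx4-ps2 pseudogene held 19.3% and Ftl1-ps1 2.22% of the counts of its parent gene, and how reads were divided between them is uncertain.

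The lysosome list shifted upward by 0.27 (camera adjusted p 0.0321), with 41 of 95 tested genes higher and 9 lower at an adjusted p under 0.05. With the inter-gene correlation estimated from the data, the same shift had an adjusted p of 0.587. The ferroptosis list did not shift (-0.035, adjusted p 0.891), with 10 of 38 tested genes higher and 9 lower. Nor did HIF-1 signalling (0.021, adjusted p 0.583), apoptosis (0.051, 0.789), necroptosis (-0.031, 0.789) or autophagy (-0.13, 0.583). Genes with the smallest adjusted p were Acsl3 (1.35, adjusted p 0.000268), Slc7a11 (2.03, 0.000355) and Slc39a14 (1.42, 0.00102) in the ferroptosis list, Naglu (1.68, 2.01e-05), Ctse (-3.47, 6.78e-05) and Litaf (0.99, 0.000123) in the lysosome list, and Eno1 (2.19, 1.05e-05), Pfkp (1.42, 1.9e-05) and Hif1a in the HIF-1 list, each as log2 fold change and edgeR adjusted p.

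The same control samples were compared with B16F10 samples of the RXD experiment as a repeat with other tumour-injected mice. Of 18957 genes tested, 6864 changed (edgeR adjusted p under 0.05), with 3928 higher and 2936 lower (57.2% higher, against 69.9% with library totals only, where the median log2 fold change of all genes was 0.16). The largest rises were again those of Slc45a2, Tyr and Tyrp1, at least 458-fold, 436-fold and 3330-fold higher, and the largest falls those of Sost (log2 fold change -4.65, SE 0.309, adjusted p 0.000533), 6030468B19Rik (-4.34, SE 1.09, adjusted p 0.017) and Arg2 (-3.98, SE 0.782, adjusted p 0.00764). Of the 15 genes, 7 changed: the 6 bone and osteocyte genes, all lower with TMM, with library totals and in DESeq2, and Hif1a (1.19, SE 0.274, adjusted p 0.0129). Hmox1 was lower without passing (-0.51, SE 0.327, adjusted p 0.254), and Ftl1 (-0.21, adjusted p 0.399), Gpx4 (0.34, 0.209), Bax (0.26, 0.357) and Casp8 (0.35, 0.157) did not pass.

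In this experiment the lysosome list shifted downward against control (-0.19, camera adjusted p 0.00869), as did ferroptosis (-0.24, 0.0454), apoptosis (-0.29, 0.0139) and necroptosis (-0.26, 0.0428), while HIF-1 signalling (-0.057, 0.207) and autophagy (-0.20, 0.0564) did not pass. Of the marker lists, 9 of 12 shifted: melanocyte 6.96 (1.72e-49), erythroid -2.72 (2.54e-05), neutrophil -2.39 (3.08e-05), B-lymphoid -2.23 (0.000534), osteoclast -1.03 (0.0171), osteocyte -1.20 (0.00189), osteoblast -1.18 (0.00073), cell cycle -1.26 (5.21e-09) and chondrocyte -1.5 (0.00132), each with its camera adjusted p. The skeletal muscle, macrophage and adipocyte lists did not (adjusted p 0.0666 to 0.165). With the inter-gene correlation estimated from the data, only the melanocyte list passed (adjusted p 0.0382). Among the smallest edgeR adjusted p values were those of Acsl3, Ncoa4 and Gclm in the ferroptosis list (0.00455 to 0.00764), Hyal1 and Ap1b1 in the lysosome list (0.00288 to 0.00413), and Mapk3, Il6 and Igf1 in the HIF-1 list (0.00454 to 0.00492). Of these genes, Acsl3, Hyal1, Il6 and Igf1 were higher in B16F10 samples than in control samples. Ncoa4, Gclm, Ap1b1 and Mapk3 were lower. Each direction held in every fit with a sample left out.

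Both B16F10 groups were vehicle-treated, so their difference measures what separates the experiments without any drug. Of 19348 genes, 11 differed (edgeR adjusted p under 0.05), 9 higher and 2 lower in the Znpp experiment, and 5040 had an unadjusted p under 0.05. The largest differences were those of Slc7a5 (log2 fold change 1.82, SE 0.225), Slc24a5 (1.68, SE 0.190) and Ccnd1 (1.62, SE 0.195) on the higher side and Gm10800 (-5.84, SE 0.590) and Mlf1 (-1.61, SE 0.182) on the lower side, each with an adjusted p of 0.0403. The count depended strongly on the method, and without a filter on low counts 2551 genes differed. Of the 15 genes, 0 passed over all genes, and over the 15 alone Ftl1 passed (0.97, SE 0.203, adjusted p 0.0139 over the 15 and 0.0619 over all genes). Hmox1 measured 102 ± 24.8 and 48.1 ± 25.5 CPM in the B16F10 samples of the Znpp and RXD experiments (SD, n = 3 each; edgeR adjusted p 0.126). Deviations of same-numbered samples from their group means correlated at -0.218 across genes. With the replicate number as a block, 0 genes passed (3389 at an unadjusted p under 0.05).

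Several lists differed between the B16F10 groups. The lysosome list was higher in the Znpp experiment by 0.55 (camera adjusted p 3.26e-15), ferroptosis by 0.26 (0.00944), HIF-1 signalling by 0.20 (0.00273), apoptosis by 0.36 (0.000751) and necroptosis by 0.28 (0.0237), while autophagy did not pass (0.10, 0.16). Marker lists that differed were melanocyte 1.21 (5.87e-14), skeletal muscle -0.30 (0.00443), neutrophil 0.995 (0.0114), osteoclast 0.62 (0.0114), cell cycle 0.80 (1.22e-08) and adipocyte -0.51 (0.0206), and the erythroid, B-lymphoid, macrophage, osteocyte, osteoblast and chondrocyte lists did not (camera adjusted p 0.056 to 0.838). With the replicate block, the shifts were 0.54 for lysosome (adjusted p 1.78e-14), 0.23 for ferroptosis (0.0128), 0.16 for HIF-1 signalling (0.00235), 0.35 for apoptosis (0.000769) and 0.23 for necroptosis (0.0373), the same marker lists passed, and macrophage (0.32) and chondrocyte (0.54) passed as well (adjusted p 0.0391 each). No list passed when the inter-gene correlation was estimated from the data. The smallest edgeR adjusted p values belonged to Ftl1, Slc3a2 and Vdac3 in the ferroptosis list (0.0619 to 0.0742), Naglu, Atp6v0a1 and Litaf in the lysosome list (0.0503 to 0.0567), and Akt1, Slc2a1 and Eno1 in the HIF-1 list (0.053 to 0.0539). Vdac3 was lower in the Znpp experiment, against the shift of its list, and the other genes named here were higher.

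To ask what inhibition of Hmox1 changes in metastatic bone, Znpp samples were compared with the B16F10 samples of the same experiment. Of 18606 genes, 2296 changed (edgeR adjusted p under 0.05), with 734 higher and 1562 lower (32.0% higher, against 11.6% with library totals only, where the median log2 fold change of all genes was -0.19). Deviations of same-numbered samples correlated at -0.144 across genes, and the fit with the replicate number as a block left 587 genes. Against the B16F10 samples of the RXD experiment, an alternative added after the data were examined, 0 genes passed (2094 at an unadjusted p under 0.05). The largest rises were those of Foxo6 (log2 fold change 3.09, SE 0.623, adjusted p 0.0174), Gm10800 (2.96, SE 0.653, adjusted p 0.023) and Amd2 (2.81, SE 0.740, adjusted p 0.0407). The largest falls were those of Gsdmc (-5.78, SE 0.874, adjusted p 0.00734), Ankfn1 (at least 21.5-fold lower) and Cort (-4.71, SE 0.790, adjusted p 0.0101).

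Cell-type marker lists shifted together with these genes. After Znpp, 9 of 12 passed: melanocyte -3.39 (2.44e-08), skeletal muscle 0.88 (1.15e-10), erythroid 1.57 (0.000889), B-lymphoid 1.76 (2.84e-05), macrophage -0.75 (0.0478), osteoblast 0.55 (0.0369), cell cycle -0.996 (3.54e-18), adipocyte 0.49 (0.0102) and chondrocyte 0.79 (0.0136), each with its camera adjusted p. The neutrophil, osteoclast and osteocyte lists did not (adjusted p 0.213 to 0.656). With the replicate block, macrophage no longer passed (-0.69, adjusted p 0.057) and the other marker lists stayed on their side of the threshold. With a sample left out in turn, macrophage (-0.85 to -0.49) passed in 3 of 6 fits and osteoblast (0.13 to 0.83) in 4 of 6. Chondrocyte (0.26 to 1.17), erythroid and adipocyte passed in 5 of 6, and melanocyte, skeletal muscle, B-lymphoid and cell cycle in 6 of 6. No list passed when the inter-gene correlation was estimated from the data.

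Of the 15 genes, 5 changed after Znpp, both over all genes and over the 15 alone. Ftl1 fell from 995 ± 14.9 to 389 ± 102 CPM (SD, n = 3; log2 fold change -1.28, SE 0.216, edgeR adjusted p 0.0103) and Bax from 61.3 ± 9.52 to 21.5 ± 1.57 CPM (SD, n = 3; -1.43, SE 0.176, edgeR adjusted p 0.00565). Hif1a fell (-0.99, SE 0.227, adjusted p 0.0256), Casp8 fell (-0.92, SE 0.249, adjusted p 0.045) and Epas1 rose (0.77, SE 0.148, adjusted p 0.0148). With the replicate block, Ftl1 and Bax passed (adjusted p 0.0454 and 0.0322), and Hif1a, Casp8 and Epas1 did not (adjusted p 0.0613, 0.0599 and 0.0717). Hmox1 measured 69.5 ± 23.7 CPM after Znpp and did not pass (SD, n = 3; -0.49, SE 0.277, edgeR adjusted p 0.296). Gpx4 (0.14, SE 0.154, adjusted p 0.618) and Fth1 (0.14, 0.656) did not pass either, and their signs turned with library totals (-0.10 and -0.095). The 6 bone and osteocyte genes were higher with TMM, with library totals and in DESeq2 without passing, from 0.26 for Runx2 to 0.70 for Dmp1 on the log2 scale, with adjusted p values from 0.164 to 0.735.

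After Znpp the lysosome list shifted by -0.46 (camera adjusted p 6.32e-09; with the replicate block -0.44, adjusted p 4.4e-08), with 0 of 95 tested genes higher and 25 lower at an adjusted p under 0.05. The apoptosis list shifted by -0.29 (adjusted p 0.0233; with the block -0.26, adjusted p 0.0233). The ferroptosis list (-0.14, adjusted p 0.182; with the block -0.11, adjusted p 0.184) and the HIF-1 signalling list (-0.075, adjusted p 0.353; with the block -0.0035, adjusted p 0.391) did not shift, nor did necroptosis (-0.15, 0.673; with the block 0.725) or autophagy (0.090, 0.174; with the block 0.184). Against the B16F10 samples of the RXD experiment, the lysosome list shifted in the opposite direction, by 0.11 (adjusted p 0.0184). So did HIF-1 signalling (0.23, adjusted p 0.0184) and necroptosis (0.24, adjusted p 0.0184). The genes with the smallest adjusted p were Trp53, Slc39a14 and Ftl1 in the ferroptosis list (log2 fold changes -1.16, -1.38 and -1.28), Litaf, Gusb and Ctsz in the lysosome list (-1.46, -1.27 and -1.31), and Pfkp, Car9 and Slc2a1 in the HIF-1 list (-1.86, -3.66 and -1.67), with edgeR adjusted p values from 0.00565 to 0.0103.

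To ask what stabilisation of HIF-1α changes in metastatic bone, RXD samples were compared with the B16F10 samples of the same experiment. Of 19786 genes, 0 changed (edgeR adjusted p under 0.05), the smallest adjusted p was 0.0502, shared by Slc2a1 with other genes, and 2971 genes had an unadjusted p under 0.05. The count depended on the method: DESeq2 gave 781 genes and a fit of all 15 samples gave 1006. Deviations of same-numbered samples correlated at -0.102 across genes, and the fit with the replicate number as a block also gave 0 genes (2567 at an unadjusted p under 0.05). Of the 15 genes, 0 passed over all genes and 4 passed over the 15 alone, each with an adjusted p of 0.0463. These were Hmox1, which measured 48.1 ± 25.5 CPM in B16F10 and 103 ± 15.4 CPM in RXD samples (SD, n = 3 each; log2 fold change 1.03, SE 0.328, edgeR adjusted p over all genes 0.2), Ftl1 (0.94, SE 0.247, adjusted p 0.143), Phex (-1.46, SE 0.452, adjusted p 0.191) and Bax (0.77, SE 0.255, adjusted p 0.208). With the replicate block, the adjusted p values of these 4 genes over all genes were from 0.184 to 0.274. Hif1a (0.38, SE 0.318, adjusted p 0.594), Gpx4 (-0.13, SE 0.263, adjusted p 0.85) and the other 9 genes did not pass.

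**Figure D3:**
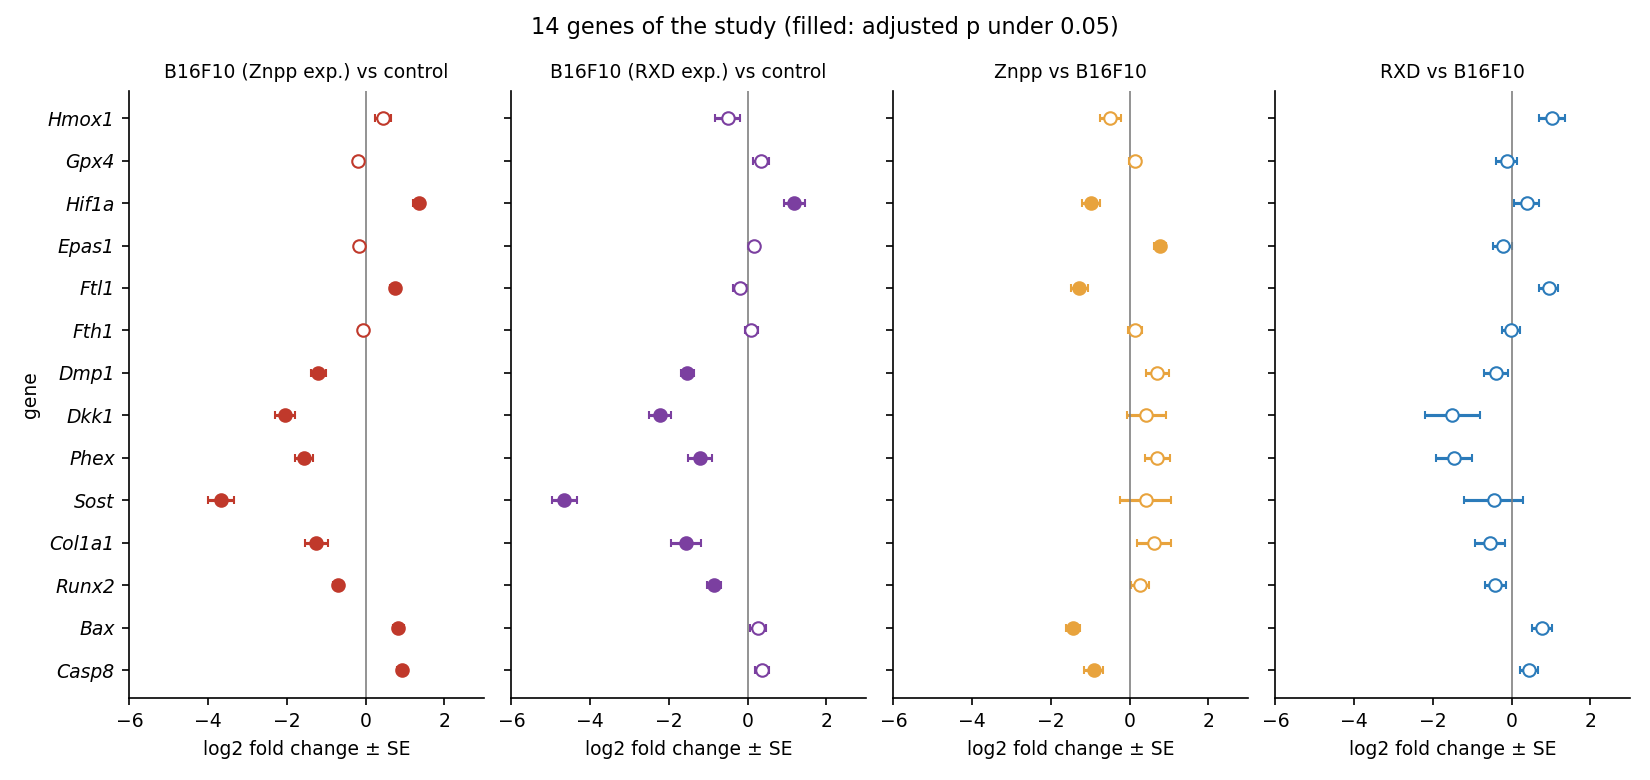
Log2 fold change (x axis, bars ± SE) of 14 genes of the study in 4 comparisons of 3 against 3 samples; filled points have an edgeR adjusted p under 0.05 over all genes. Sost is the lowest point against control in both experiments (-3.67 and -4.65), and no gene is filled for RXD against B16F10.

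After RXD the lysosome list shifted by 0.48 (camera adjusted p 8.55e-10), ferroptosis by 0.19 (0.0262), HIF-1 signalling by 0.16 (0.0245) and apoptosis by 0.40 (0.000675), while necroptosis (0.040, 0.68) and autophagy (0.12, 0.216) did not pass. With the replicate block the first 4 shifts were 0.42, 0.14, 0.13 and 0.36, with adjusted p values of 2.71e-09, 0.0159, 0.0143 and 0.000529. Against the B16F10 samples of the Znpp experiment, the lysosome list shifted in the opposite direction (-0.18, adjusted p 9.05e-05). Necroptosis was also opposite in sign there and passed (-0.17, adjusted p 9.05e-05). Of the marker lists, 9 of 12 shifted in the comparison within the RXD experiment: melanocyte 1.5 (7.31e-17), skeletal muscle -0.73 (2.68e-14), erythroid -1.28 (0.00972), neutrophil -1.15 (0.0163), B-lymphoid -1.44 (0.00768), osteocyte -0.50 (0.00768), osteoblast -0.51 (0.0309), cell cycle 0.75 (2.44e-07) and adipocyte -0.68 (0.00768), each with its camera adjusted p. The macrophage, osteoclast and chondrocyte lists did not (adjusted p 0.134 to 0.35). With the replicate block, neutrophil no longer passed (-0.67, adjusted p 0.0842) and the other marker lists stayed on their side of the threshold. With a sample left out in turn, erythroid (-2.42 to -0.76), neutrophil (-1.74 to -0.70) and osteoblast passed in 3 of 6 fits each. B-lymphoid (-2.37 to -0.71), osteocyte and adipocyte passed in 5 of 6, and melanocyte, skeletal muscle and cell cycle in 6 of 6. No list passed when the inter-gene correlation was estimated from the data. The genes with the smallest adjusted p were Slc39a14, Slc3a2 and Ftl1 in the ferroptosis list (log2 fold changes 1.70, 0.98 and 0.94), Naglu, Litaf and Atp6v0a1 in the lysosome list (1.45, 1.03 and 0.83), and Slc2a1, Camk2a and Car9 in the HIF-1 list (1.74, -1.5 and 2.14), with edgeR adjusted p values from 0.0502 to 0.143.

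**Figure D4:**
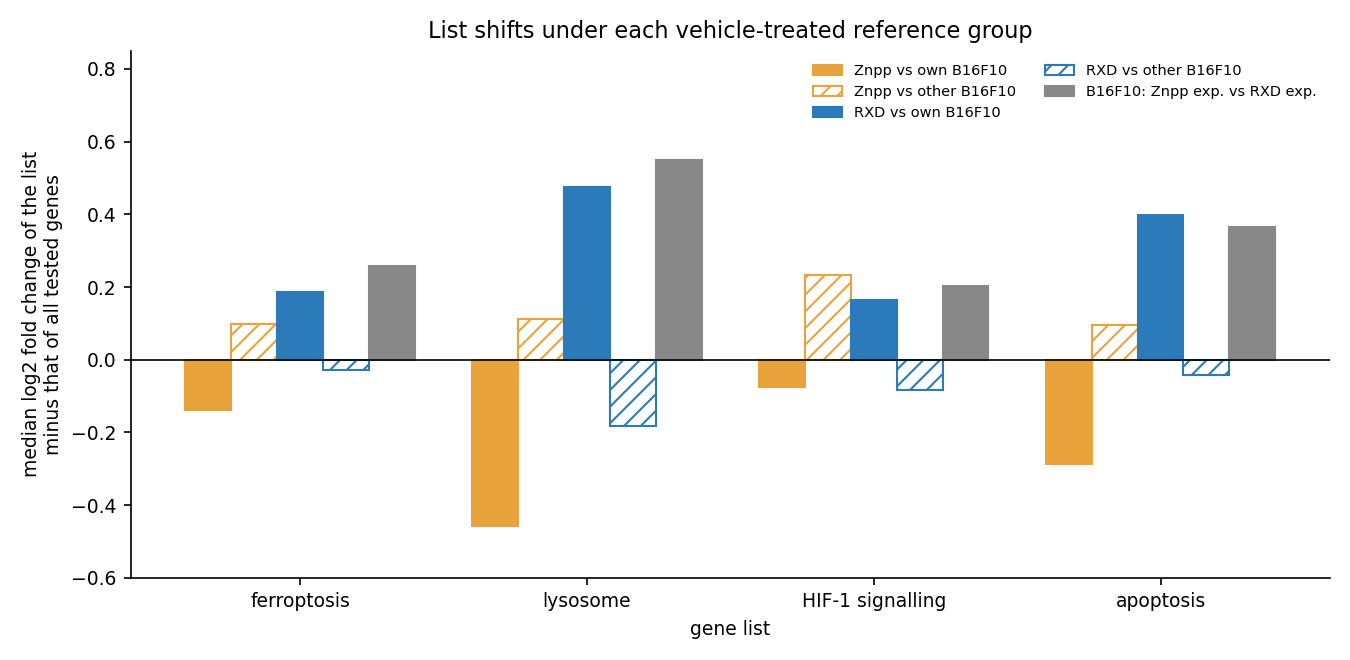
Shift of 4 gene lists (y axis, median log2 fold change of the list minus that of all tested genes) for Znpp and RXD samples, each against the B16F10 group of its own experiment (solid bars) and of the other experiment (hatched bars), and between the B16F10 groups (grey). The lysosome list shifts by -0.46 for Znpp and 0.48 for RXD against their own B16F10 groups, and by 0.11 and -0.18 against the other one.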

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

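The tests in this part were chosen after the results had been seen, except those of the melanoma, muscle and blood-forming cell lists for Znpp and RXD and the count of genes over other splits of the samples. The effect of melanoma on bone, not separated from that of the vehicle, was measured in 2 experiments against the same control samples. The effects differed. Because both effects use the same control samples, the difference was tested directly between the B16F10 groups, with 3 against 3 mice; list shifts are medians from separate fits, so the 2 shifts against control do not subtract to the values given here. Among pathway lists it was 0.55 for lysosome, 0.36 for apoptosis, 0.28 for necroptosis, 0.26 for ferroptosis and 0.20 for HIF-1 signalling (camera adjusted p 3.26e-15, 0.000751, 0.0237, 0.00944 and 0.00273). Among marker lists it was melanocyte 1.21 (5.87e-14), skeletal muscle -0.30 (0.00443), neutrophil 0.995 (0.0114), osteoclast 0.62 (0.0114), cell cycle 0.80 (1.22e-08) and adipocyte -0.51 (0.0206), with the camera adjusted p in parentheses. For single genes, 11 differed (adjusted p under 0.05 in edgeR). The lysosome effect had opposite signs in the Znpp and RXD experiments (0.27 and -0.19), and 86 of 95 tested genes of that list were higher in the B16F10 group of the Znpp experiment. With the inter-gene correlation estimated from the data, none of these list differences passed (adjusted p 0.0759 for the lysosome list, whose alternatives ranged from 6.36e-19 to 0.0759). Of the 4 splits of the 6 samples that part every same-numbered pair, 1, the real one, gave as many as 11 genes. The other 3 gave 0 genes, with 719, 725 and 850 genes at an unadjusted p under 0.05. The remaining 6 of the 10 splits keep same-numbered samples together and were not used. So few splits cannot exclude an accidental arrangement of mice.

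Several explanations for this difference remain, and not all were tested. Mitochondrial transcripts made up 7.65% to 9.93% of counts in B16F10 samples of the Znpp experiment and 13.6% to 15.5% in those of the RXD experiment. No test took this share into account. The melanocyte list differed between the B16F10 groups (camera p 4.89e-15), as did skeletal muscle (p 0.00111), so a different share of melanoma or muscle cells in the bone samples may contribute, although 2 of the 4 splits gave a muscle shift as large. Lists of blood-forming cells moved in opposite directions, neutrophil by 0.995 (p 0.00471, the smallest of 3 lists), erythroid by -1.02 and B-lymphoid by -0.92 (camera adjusted p 0.21 and 0.0623), and 4 of the 4 splits gave a neutrophil shift as large as the real one, so no changed share of marrow cells can be read from them. Of the 11 genes, Slc24a5, Slc45a2 and Tspan10 had means of 64.0, 276 and 95.7 CPM in the Znpp experiment, 18.2, 86.3 and 32.6 CPM in the RXD experiment and 3.80, 0 and 0.401 CPM in control samples. These 3 were picked from the 11 after their values were seen. With each sample's melanocyte score as a covariate over the 12 injected samples, the lysosome shift was 0.58 (adjusted p 1.76e-15, range over the alternatives as above). Of the spread of this score within groups, 93.9% came from the Znpp samples, so the fit could hardly correct for melanoma content elsewhere, and the list shift cannot be told apart from a different share of melanoma cells. Thinning every sample to the smallest total, 9443598 counts, left a shift of 0.53, and removing the trend of fold change with GC content and gene length left 0.42, so depth and these gene properties did not account for all of it, although the latter took away part of the shift. The experiments share 0 groups, and the labels place the control samples in neither, so a difference in handling or libraries cannot be told apart from a difference between the mice, and no biological explanation can be put above it.

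The drug comparisons rest on these vehicle-treated groups. For Znpp, the melanocyte list (p 6.1e-09), the skeletal muscle list (p 1.92e-11) and a list of blood-forming cells (smallest p of 3 lists 9.46e-06) shifted together with the lysosome list. For RXD the corresponding values were 6.09e-18, 4.47e-15 and 0.00313. These results leave a changed share of cell types in the bone samples open. After RXD, however, 2 of the 4 splits gave shifts as large for the muscle, erythroid, neutrophil and B-lymphoid lists. After Znpp, 2 of 4 did so for erythroid and 4 of 4 for neutrophil. Only the real split (1 of 4) did so for melanocyte after either drug, and for muscle and B-lymphoid after Znpp. With the melanocyte score as a covariate, the lysosome shift was -0.33 for Znpp and 0.44 for RXD (adjusted p 1e-05 and 9.25e-11; over all alternatives 5.6e-11 to 0.174 and 1.91e-11 to 0.269). These fits rest on the same spread and do not separate melanoma content from treatment. In them, 0 genes passed for Znpp (1423 at an unadjusted p under 0.05) and 0 for RXD (3179). After thinning, the shifts were -0.46 and 0.46, and after removal of GC and length trends -0.43 and 0.39. Mitochondrial transcripts made up 12.3% to 15.5% of counts in Znpp samples and 7.26% to 10.2% in RXD samples. Neither range overlapped that of its own B16F10 group, and no test took this share into account. Against the B16F10 group of the other experiment, the lysosome shifts were 0.11 for Znpp and -0.18 for RXD. On the lysosome list both drug groups thus lay between the vehicle-treated groups, and the direction of either drug effect cannot be told apart from the level of its own vehicle-treated group.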

How the results depend on the processing

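The settings were fixed before the data were examined, with exceptions chosen after seeing the data. These were the B16F10 group of the other experiment as reference, the melanocyte score as a covariate and the simulation of RXD against B16F10. The fit of the difference between the Znpp and RXD effects, with its alternatives, was another exception. So was the use of the settings on genes outside the 15 and on lists other than ferroptosis, lysosome and HIF-1 signalling. In the comparisons of B16F10 samples of the RXD experiment, their use on single genes and lists was also chosen then. The counts of changed genes in those comparisons were fixed before, apart from the count with the melanocyte covariate. Where a value below differs, the cause was not tested.

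For B16F10 samples of the Znpp experiment against control, 7532 genes changed. The count was 3608 with an absolute log2 fold change of at least 1 and 4239 with all 15 samples in a single fit, and it ranged from 5330 to 10178 across the 6 fits that each left out one sample. It stayed within 1.5 times under the other settings, among them DESeq2 (7967) and both B16F10 groups together (5429). Same-numbered samples deviated with r = 0.0403, and the replicate block gave 7388 genes. For B16F10 samples of the RXD experiment (6864 genes), the count was 4156 with at least 10 counts in every sample, 2419 with limma on unfiltered FPKM, 5517 with the replicate block (r = -0.0234) and 3121 to 9403 with a sample left out. For Znpp (2296 genes), it was 1050 with the fold change minimum, 530 with limma on unfiltered FPKM, 587 with the replicate block, 0 against the other B16F10 group (2094 at an unadjusted p under 0.05), 0 with the melanocyte covariate (1423 unadjusted) and 349 to 2691 with a sample left out. For RXD (0 genes, 2971 unadjusted), it was 781 with DESeq2, 833 without a count filter, 25 with at least 10 counts in every sample, 6 among protein-coding genes, 1006 with all 15 samples and 0 to 9 with a sample left out. Between the B16F10 groups (11 genes), it was 2214 with DESeq2, 371 with library totals, 2551 without a count filter, 353 with at least 10 counts, 0 in each limma fit on FPKM (3792, 3748 and 4617 unadjusted), 1932 with all 15 samples, 0 with the replicate block (3389 unadjusted), 319 with the melanocyte covariate and 0 to 1 with a sample left out. For the difference between the Znpp and RXD effects (3485 genes), it was 0 with the melanocyte covariate (2752 unadjusted) and 2437 to 3832 with a sample left out. With the dispersions of RXD against B16F10, changes were simulated in genes above a minimum mean CPM. Among 18852 genes, the edgeR fit of 3 against 3 samples recovered 186 of 200 simulated 4-fold changes and 7 of 200 simulated 2-fold changes. A count of 0 there therefore does not exclude 2-fold changes, and recovery at low counts was not measured. The biological coefficient of variation was 0.421 for RXD against B16F10, 0.400 between the B16F10 groups, 0.333 for Znpp against B16F10, 0.324 for B16F10 samples of the RXD experiment against control and 0.185 for the first comparison.

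With an inter-gene correlation estimated from the data, no lysosome, ferroptosis or HIF-1 shift passed. The lysosome shifts of 0.27, -0.46 and 0.48 (melanoma in the Znpp experiment, Znpp, RXD) then had adjusted p values of 0.587, 0.174 and 0.269, and the ferroptosis and HIF-1 shifts after RXD (0.19 and 0.16) had 0.358 and 0.319. Over all alternatives, adjusted p ranged from 0.00207 to 0.587 for lysosome in the first comparison, 5.6e-11 to 0.174 after Znpp and 1.91e-11 to 0.269 after RXD. For ferroptosis it ranged from 0.0454 to 0.976, 0.0108 to 0.727 and 0.00126 to 0.358, and for HIF-1 signalling from 0.163 to 0.936, 0.0184 to 0.759 and 0.00109 to 0.319 in the same order.

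For melanoma in the Znpp experiment, the fit of all 15 samples gave 0.13 for lysosome (adjusted p 0.0988), -0.12 for HIF-1 signalling and -0.093 for apoptosis. With at least 10 counts in every sample, necroptosis was 0.00081. With fgsea, enrichment scores opposite in sign to the median shift were 0.88 for ferroptosis, -0.91 for apoptosis, 0.56 for macrophage and -0.48 for adipocyte. With B16F10 samples of the RXD experiment in their place, the shifts were -0.24 for ferroptosis, -0.19 for lysosome, -0.057 for HIF-1 signalling and -0.29 for apoptosis, and signs turned for single genes, with -0.51 for Hmox1, 0.34 for Gpx4, 0.16 for Epas1, -0.21 for Ftl1, 0.10 for Fth1 and -0.18 for Litaf. Library totals turned the sign for Gpx4 (0.039), Epas1 (0.076) and Fth1 (0.18) here, for Gpx4 (-0.10) and Fth1 (-0.095) after Znpp, and for Gpx4 (0.022) and Fth1 (0.13) after RXD. For melanoma in the RXD experiment, HIF-1 signalling was 0.042 with at least 10 counts in every sample.

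For Znpp against the other B16F10 group, the shifts were 0.10 for ferroptosis, 0.11 for lysosome, 0.23 for HIF-1 signalling, 0.10 for apoptosis, 0.24 for necroptosis, 0.85 for osteoclast and -0.043 for adipocyte. With the melanocyte covariate they were -1.68 for erythroid, -0.75 for neutrophil, -0.71 for B-lymphoid, -0.68 for osteoblast and -0.62 for chondrocyte. The osteoclast list was 0.029 with at least 10 counts in every sample, and its fgsea score was 0.76. For RXD against the other B16F10 group, the shifts were -0.027 for ferroptosis, -0.18 for lysosome, -0.084 for HIF-1 signalling, -0.043 for apoptosis, -0.17 for necroptosis, -0.059 for autophagy, -0.13 for macrophage, -0.50 for osteoclast and -0.094 for cell cycle. With the melanocyte covariate they were -0.019 for macrophage and 0.054 for chondrocyte. With at least 10 counts in every sample, ferroptosis and HIF-1 signalling after RXD no longer passed (0.17 and 0.088, adjusted p 0.0869 and 0.0977), and necroptosis was -0.011 there, -0.015 with the replicate block and -1.21 as an fgsea score. Between the B16F10 groups, autophagy was -0.014 with at least 10 counts, and fgsea scores were -0.80 for osteocyte and -0.76 for osteoblast.

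With a sample left out in turn (6 fits each), lysosome shifts ranged from 0.19 to 0.27 for melanoma in the Znpp experiment (1 of 6 passed), -0.53 to -0.38 after Znpp (6 of 6) and 0.40 to 0.58 after RXD (6 of 6). Ferroptosis ranged from -0.12 to -0.046 (0 of 6), -0.37 to -0.066 (1 of 6) and 0.17 to 0.40 (3 of 6), and HIF-1 signalling from -0.033 to 0.019 (0 of 6), -0.16 to 0.029 (1 of 6) and 0.068 to 0.26 (3 of 6). Signs turned in at least one such fit for apoptosis for melanoma in the Znpp experiment (-0.0058 to 0.059), for neutrophil (-0.31 to 1.15) and osteoclast (-0.39 to 0.20) after Znpp, for necroptosis (-0.015 to 0.14), macrophage (-0.11 to 0.30), osteoblast (-0.79 to 0.0093) and chondrocyte (-0.56 to 0.087) after RXD, and for osteocyte (-0.17 to 0.29) and osteoblast (-0.0040 to 0.44) between the B16F10 groups. Among single genes, they turned for Dkk1 after Znpp (-0.12 to 0.72), for Gpx4 (-0.30 to 0.076), Fth1 (-0.14 to 0.084) and Col1a1 (-0.81 to 0.018) after RXD, for Fth1 for melanoma in the RXD experiment (-0.00061 to 0.18), and for Hif1a (-0.057 to 0.56) and Phex (-0.55 to 0.071) between the B16F10 groups.

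Of the remaining changes among single genes, 27 were weaker and 51 stronger while 625 values kept their direction and side of the threshold, and with a sample left out 64 were weaker, 5 stronger and 749 kept both. For lists other than ferroptosis, lysosome and HIF-1 signalling and for the comparisons of B16F10 samples of the RXD experiment, 88 were weaker and 21 stronger while 435 kept both, and with a sample left out the numbers were 31, 34 and 406.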

Other observations

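The counts of genes over other splits of the samples and the tests on shared vehicle samples were fixed before the data were examined, and the tests on lists under other splits, on the difference between the drug effects, on labels, on relations across samples and on dilution were chosen after the results had been seen. Of the 4 splits of each 6 samples that part every same-numbered pair, the real split was the one that gave as many changed genes for B16F10 samples of the Znpp experiment against control (1 of 4), for B16F10 samples of the RXD experiment against control (1 of 4) and for Znpp (1 of 4). The other splits gave 0 genes. At an unadjusted p under 0.05 they gave 63, 79 and 245 genes in the first of these comparisons, 59, 190 and 190 in the second and 146, 791 and 1531 for Znpp. For RXD all 4 of 4 gave 0 genes, with 2971 unadjusted in the real split and 404, 581 and 1399 in the others. The other 6 of the 10 splits keep same-numbered samples together and were not used. The number of splits with a lysosome shift as large as the real one was 1 of 4 for melanoma in the Znpp experiment, 1 after Znpp, 1 after RXD, 1 for melanoma in the RXD experiment and 1 between the B16F10 groups. In the same order it was 2, 2, 1, 1 and 2 for ferroptosis and 3, 1, 1, 2 and 1 for HIF-1 signalling. Of 75 results on other lists, 50 had 1 of 4 splits as large, 14 had 2, 7 had 3 and 4 had 4. The share cannot fall below 1 of 4, so these numbers do not exclude an accidental arrangement of mice.

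The Znpp effect and the RXD effect, each against its own B16F10 group, were compared in a single edgeR fit of 12 samples. They differed for 3485 of 21664 genes (adjusted p under 0.05), 1313 with a higher and 2172 with a lower effect of Znpp. With library totals these numbers were 805 and 4073, and with the replicate block 2470 genes differed. Of 32 splits that swap same-numbered samples within either experiment, 1, the real one, gave as many, and the next highest gave 1055 genes. Of the 15 genes 7 differed, with Ftl1 (-2.21, SE 0.324, adjusted p 0.000829), Bax (-2.20, SE 0.317, adjusted p 0.000764), Casp8, Hif1a and Hmox1 lower and Phex and Epas1 higher after Znpp relative to RXD (log2 differences of -1.35, -1.36, -1.5, 2.19 and 1.004, edgeR adjusted p 0.0137, 0.0446, 0.0414, 0.017 and 0.0259). With the melanocyte score as a covariate, 0 genes differed (2752 at an unadjusted p under 0.05). Since 93.9% of the spread of this score within groups came from the Znpp samples, that fit neither shows nor excludes that the difference follows the share of melanoma cells. A shift in log2 expression shared by both groups of an experiment cancels from the difference between the drug effects. That difference still contains the one between the B16F10 groups. A deviation confined to either B16F10 group therefore cannot be told apart from a drug effect in it.

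The effect of each drug ran against the effect of melanoma across genes. The correlation of log2 fold changes was -0.394 for Znpp over 17261 genes and -0.368 for RXD over 18027 genes when the melanoma effect came from the same B16F10 samples; genes are not independent replicates. These B16F10 samples enter both effects with opposite signs, so their own deviations alone give a negative correlation. With the melanoma effect taken from the B16F10 samples of the other experiment, the correlations were 0.107 for Znpp (17598 genes) and 0.196 for RXD (16944 genes). The apparent opposition of both drugs to the melanoma effect is therefore consistent with the shared vehicle samples as its source.

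Summed melanocyte transcripts of Znpp replicates 2 and 3 lay at the control level, although the single marker Dct was above it. Other single markers did not rise alike. Tyr and Tyrp1 had 0 counts in both samples, and Pmel had 8 and 7 counts against 20 to 28 in control samples. Mlana had 6 and 2 counts against 0 to 3. Untreated bones under the wrong label are a candidate explanation, but erythroid transcripts of the lowest control sample were 4.73 times those of the higher of these 2 samples. Their mean rank correlations with control samples over genes (0.926 and 0.960) were below the lowest between control samples (0.988). Replicate 3 did resemble the control samples more than the other Znpp samples (0.936), while replicate 2 did not (0.943). From stained sections of proximal tibia and femur, the paper reports no significant effect of Znpp on melanoma bone metastasis. The sequenced RNA came from bone without marrow and epiphyses, so staining and sequencing need not cover the same tissue. The paper does not state whether the mice sequenced here were among those stained. Whether tumour cells did not settle in these bones or Znpp reduced them cannot be told with 3 mice. Comparisons of Znpp with B16F10 are therefore in part comparisons of bones with few and with many melanoma transcripts. For RXD, the paper likewise reports no impact on tumour volume in tibia or femur. Melanocyte transcripts in the RXD experiment nevertheless summed to 2140 ± 760 CPM in B16F10 and 6500 ± 2170 CPM in RXD samples (SD, n = 3 each).

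Among injected bones with melanocyte transcripts above control, the lysosome score (mean log2 CPM of the list) rose with the melanocyte score. The 2 Znpp samples at the control level form a separate cluster and were left out, which was decided after their values were seen. They do not follow the relation, with lysosome scores of 5.29 and 5.61 beside 5.46 in Znpp replicate 1 and 5.15 to 5.47 in B16F10 samples of the RXD experiment, and control samples without tumour scored 5.77 to 5.83. Over the other 10 samples, Pearson's r was 0.824 (permutation p 0.00484) and Spearman's rho 0.709 (permutation p 0.0269; 100000 resamples, two-sided). Without the 2 samples farthest from the median melanocyte score, r was 0.821 (exact permutation p 0.0121) and rho 0.524 (exact permutation p 0.197), so the rank relation may rest in part on those samples. Within the 6 samples of the RXD experiment, r was 0.901 (exact permutation p 0.025) and rho 0.886 (exact permutation p 0.0333), but treatment and tumour content run together there. Taken as deviations from the group means over the 9 samples of the B16F10 and RXD groups, r was 0.541 (exact permutation p 0.264) and rho 0.450 (exact permutation p 0.269, 216 permutations within groups), so the relation was not detectable within groups and cannot be told apart from differences between them. The Znpp experiment holds 4 of the 10 samples, too few for a separate value. No other pair of list scores was tested across samples, so the p values were not adjusted. Which cells the lysosomal transcripts come from was not tested.

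Osteocyte transcripts were lower in tumour-injected bone in both experiments, with shifts of -1.16 and -1.20 for the osteocyte list (camera adjusted p 0.00208 and 0.00189). Even dilution of host transcripts by melanoma transcripts could lower them, but the skeletal muscle list fell less, with shifts of -0.67 in the Znpp experiment and -0.26 in the RXD experiment. Uneven tissue content, such as muscle left on the bone, was not separated from this by the test.

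Gm10800, which had the largest fall between the B16F10 groups, measured 2.24 to 18.8 CPM in control samples and 3.47 to 13.5 CPM in B16F10 samples of the Znpp experiment, against 234 to 532 CPM in B16F10 samples of the RXD experiment. In the RXD group it measured 283, 16.1 and 242 CPM in replicates 1, 2 and 3, and in the Znpp group 97.6, 22.4 and 36.5 CPM. No explanation was tested for it.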
